# NMDA Receptor Antagonists Increase the Release of GLP-1 From Gut Endocrine Cells

**DOI:** 10.3389/fphar.2022.861311

**Published:** 2022-04-27

**Authors:** Malgorzata Cyranka, Thomas Monfeuga, Natascia Vedovato, Chelsea M Larabee, Anandhakumar Chandran, Enrique M Toledo, Heidi de Wet

**Keywords:** NMDA receptor (NMDAR), Glucagon-like peptide 1 (GLP-1), GLUTag cells, MK-801 (dizocilpine), dextromethorphan, (DMO), NMDA receptor antagonist

## Abstract

Type 2 diabetes mellitus (T2DM) remains one of the most pressing health issues facing modern society. Several antidiabetic drugs are currently in clinical use to treat hyperglycaemia, but there is a need for new treatments that effectively restore pancreatic islet function in patients. Recent studies reported that both murine and human pancreatic islets exhibit enhanced insulin release and β-cell viability in response to N-methyl-D-aspartate (NMDA) receptor antagonists. Furthermore, oral administration of dextromethorphan, an over-the-counter NMDA receptor antagonist, to diabetic patients in a small clinical trial showed improved glucose tolerance and increased insulin release. However, the effects of NMDA receptor antagonists on the secretion of the incretin hormone GLP-1 was not tested, and nothing is known regarding how NMDA receptor antagonists may alter the secretion of gut hormones. This study demonstrates for the first time that, similar to β-cells, the NMDA receptor antagonist MK-801 increases the release of GLP-1 from a murine L-cell enteroendocrine model cell line, GLUTag cells. Furthermore, we report the 3′ mRNA expression profiling of GLUTag cells, with a specific focus on glutamate-activated receptors. We conclude that if NMDA receptor antagonists are to be pursued as an alternative, orally administered treatment for T2DM, it is essential that the effects of these drugs on the release of gut hormones, and specifically the incretin hormones, are fully investigated.

## Introduction

Recent data suggests that 1 in 10 adults in the United Kingdom will suffer from obesity-associated type 2 diabetes mellitus (T2DM) by 2030, which will reflect a 50% increase in cases when compared to numbers in 2006/2007 (1-in-10 adults living with diabetes by 2030, 2021). The progression of T2DM is characterized by gradually developing peripheral insulin resistance coupled to increased β-cell dysfunction, which ultimately culminates in β-cell death and uncontrolled hyperglycaemia. Multiple T2DM drug classes exist, including some of the more recent drugs presenting cardiovascular benefits such as GLP-1 receptor agonists and gliflozins (SGLT2 inhibitors) (Kahn and Buse, 2015). However, more research needs to be done to develop new treatments that safely and effectively restore β-cell function (Clapham, 2020).

A recent study reported enhanced insulin release from both murine and human pancreatic islets in response to N-methyl-D-aspartate (NMDA) receptor antagonists. Notably, enhanced β-cell viability was demonstrated in both murine and human islets following treatment with NMDA receptor antagonists. Furthermore, the oral administration of dextromethorphan, a NMDA receptor antagonist already in clinical use as a cough suppressant, to type 2 diabetic patients in a small clinical trial resulted in improved glucose tolerance and increased insulin release (Marquard et al., 2016). Another clinical trial showed that the dipeptidyl peptidase-4 (DPP-4) inhibitor sitagliptin improved glucose and insulin levels when low levels of dextromethorphan was co-administered (Marquard et al., 2016). This suggests that NMDA receptor antagonists could be used as adjunct treatment, with a potential benefit on pancreatic cellular functions.

NMDA receptors are glutamate-activated cation channels with high calcium permeability and are heterotetramers comprised of several subunits and subunit splice variants (Paoletti et al., 2013). The role of glutamatergic signalling in neurons is well characterised and, in the brain, glutamate propagates action potentials through two populations of receptors–G-protein-coupled receptors, called metabotropic glutamate receptors (mGluRs), and ligand-gated ion channels, called ionotropic glutamate receptors (iGluRs). NMDA receptors are glutamate- and glycine-activated cation channels that are blocked by Mg^2+^ ions at rest. Mg^2+^ ions are displaced once the membrane is sufficiently depolarised, and NMDA receptors therefore act as so-called coincidence detectors that only propagate action potentials when both ligands and sufficient depolarisation are present simultaneously. The mechanism underlying NMDA receptor regulation of insulin release from pancreatic β-cells is less well understood, but data suggest that NMDA receptor function in the pancreatic islet is inhibitory (Otter and Lammert, 2016). Opposite to the brain, NMDA receptors would therefore have to promote repolarisation of pancreatic β-cells that will close voltage-gated Ca^2+^ channels and switch off insulin release. However, it would be prudent to note that the role of glutamate-activated ionotropic receptors in the pancreatic islet is complex. The cells of the pancreatic islet (α-, β- and δ-cells) are well known to express different iGluR subtypes and in addition to NMDA receptors, both kainite and α-amino-3-hydroxy-5-methyl-4-isoxazole propionate (AMPA) receptors have been reported to be involved in the regulation of increased intracellular [Ca^2+^] levels, which precede insulin exocytosis (Inagaki et al., 1995; Weaver et al., 1996)

Little is known about the role of glutamate receptors in the exocytosis of hormones from the enteroendocrine cells of the gut, and the role of NMDA receptors in the release of the incretin hormone GLP-1 has not been studied to date. Here we report the transcriptional profiling of a murine model gut endocrine cell line, GLUTag cells, with a specific focus on glutamate receptor expression, and compare the transcriptome of GLUTag cells with murine and human L-cells. We establish that GLUTag cells are a good model to investigate NMDA receptor activity and, importantly, we demonstrate a role for NMDA receptor signalling in the stimulus-secretion coupling of GLP-1 from gut endocrine cells. Our work shows that, similar to pancreatic β-cells, antagonism of NMDA receptors results in increased GLP-1 release from an enteroendocrine L-cell line.

## Methods

### Cell Culture of GLUTag Cells

GLUTag cells were a kind gift from Prof Daniel Drucker (Toronto). Standardized cell culture protocols for GLUTag cells used in this study are described in detail in Cyranka *et al* (Cyranka et al., 2019).

### Glucagon-Like Peptide-1-1 Secretion Assays

Active GLP-1 secretion from GLUTag cells was measured by fluorescence resonance energy transfer (FRET)-based ELISA (62GLPPEG; Cisbio) as described in Cyranka et al. (2019). To facilitate a high open probability for NMDA receptors, all secretion experiments were done in Mg^2+^-free Krebs buffer (basal buffer) and was prepared as follows: 120 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 24 mM NaHCO_3_, 15 mM HEPES, 10 µM Glycine, 0.1% bovine serum albumin (BSA, fatty acid free, A6003, Sigma), pH 7.4 at 37°C, similar to the buffer previously used by Marquard et al. (2016). The following additives were used when indicated in the experiments: 10 µM dizocilpine (MK-801), 100 µM glutamic acid, 300 µM glycine, 5.6 mM glucose, and 10 mM glucose. All experiments were done on ice to minimize GLP-1 degradation. Cell viability in the presence of different buffer conditions and additives were confirmed by Neutral Red cell viability assay (Abcam, ab234039), performed according to the manufacturer’s instructions.

### siRNA Knock-Down of NMDA receptor (*Grin1)* in GLUTag Cells

An overnight culture of GLUTag cells (0.6 × 10^5^ cells/well) in 24-well plates coated with 0.4% Matrigel™(Corning) was transfected with siRNA targeting *Grin1* (probe ID: 62062; AM16708, Ambion). The siRNA complex was prepared according to manufacturer’s protocol with Lipofectamine RNAiMAX (Life Technologies). The amount of siRNA used per well was 600 nM (15 pmol), and 1.5uL of Lipofectamine. The negative control was non-targeting siRNA sequence Silencer Negative Control No. 1 (AM4611, Life Technologies). After transfection, cells were kept at 37°C, 5% CO_2_ for up to 72 h s.

### Total Protein Measurements, SDS-PAGE and Western Blot

Total protein in whole cell lysates of GLUTag cells was quantified by BCA (Bicinchoninic Acid) Protein Assay (Pierce™ BCA Protein Assay Kit - Thermo Fisher Scientific) according to manufacturer’s protocols, and final protein concentrations were calculated using a bovine serum albumin (BSA) standard curve supplied with the kit. Lysate samples were stored at −80°C until Western blot analysis.

SDS-PAGE gel electrophoresis and Western blot analysis were performed according to standard laboratory protocols. The anti-NMDAR1/Grin1 primary antibody was AB9864, rabbit mAB from Merck-Millipore, visualized by A16035 donkey anti-rabbit IgG:HRP from Life Technologies. Western blots were quantified using Fiji (NIH) and normalised to the loading control for each lane.

### Statistics

For cell culture studies, data are presented as mean ± standard deviation. Data was analysed by repeated measures one-way ANOVA or multiple t-tests (Prism) using a Holm-Šídák’s post-hoc analysis multiple comparison correction. A *p* value ≤ 0.05 for a 95% confidence interval was regarded as statistically significant. Statistics were performed using GraphPad Prism6 (Graphpad Software, CA, United States). GLP-1 secretion assays are shown as three experimental data points or more, with each experimental data point representing the mean of three technical repeats, unless otherwise indicated in the legends to the figures. Experiments were performed on cells from different frozen stocks and different cell passages to control for interbatch variation. A total of 6–24 data points from the technical repeats were pooled and analysed for normal distribution using Prism, and normality of the data was confirmed.

### Transcriptome (mRNA) Library Preparation and Sequencing

GLUTag cells were cultured in low glucose (1g/L) DMEM (Cat.no. 11880028, Life Technologies) supplemented with GlutaMAX (Cat.no. 35050061, Life Technologies) and 10% in-house heat inactivated FBS (Cat.no. F7524, Sigma). Cells were seeded at 1 × 10^6^cells/well in 6-well dishes coated with 0.4% Matrigel (BD, Cat.no. 354234) and grown for 48 h s until the cell harvest. mRNA was isolated using a Dynabeads mRNA DIRECT Kit (Cat.no. 61012, Invitrogen™). Extracted mRNA was used to prepare Illumina compatible sequencing libraries with QuantSeq 3′mRNA-Seq Library Prep Kit-FWD (Cat.no. 15, Lexogen) based on the manufacturer’s instructions. The final sequencing libraries were pooled and sequenced in Illumina NextSeq 500 system.

### Additional RNA Sequencing Datasets

Publicly available RNA-sequencing datasets of human and murine enteroendocrine cells (Roberts et al., 2019) as well as primary ileal organoid cultures (Goldspink et al., 2020) were retrieved from NCBI’s Gene Expression Omnibus (GEO) (Edgar et al., 2002) under the respective accession numbers GSE114853, GSE114913 and GSE148224. In the dataset GSE148224, cells cultured in both IF and IF* media were included in the analysis due to the similarity of their transcriptome (Goldspink et al., 2020). The FACS-sorted cells from each study were renamed and arranged into groups for the purpose of this paper, as detailed in Table 1.

**TABLE 1:** Dataset and sample description.

Dataset	Species	Original sample name	Sample size	Tissue	New sample name	Group
GSE114853	Human Roberts et al. (2019)	GLP-1^-^/CHGA^−^/SCG2^-^	11	Jejunum	non EEC	non-EEC cells
			2	Ileum		
		GLP-1^-^/CHGA^+^/SCG2^+^	11	Jejunum	EEC GCG NEG	non-L-cell EECs
			2	Ileum		
		GLP-1^+^/CHGA^+^/SCG2^+^	11	Jejunum	EEC GCG POS	L-cells
			2	Ileum		
GSE114913	Mouse Roberts et al. (2019)	GLU-Venus negative	2	Duodenum	GLUVenus NEG	Mix of EEC and non-EEC, but no L-cells
		GLU-Venus positive	3	Duodenum	GLUVenus POS	L-cells
		NeuroD1-cre-eYFP negative	3	Duodenum	NeuroD1 NEG	non-EEC-cells
		NeuroD1-cre-eYFP positive	3	Duodenum	NeuroD1 POS	Total EEC population
GSE148224	Human Goldspink et al. (2020)	Venus negative	8	Ileal organoid	GLUVenus NEG	Mix of EEC and non-EEC, but no L-cells
		Venus positive	8	Ileal organoid	GLUVenus POS	L-cells

CHGA, chromogranin A; ECC, enteroendocrine cell; GLP-1, glucagon-like peptide 1; SCG2, secretogranin II (chromogranin C); GCG, (prepro)glucagon.

### RNA Sequencing Analysis

Quality control and adaptor trimming of the sequencing data were performed with FastQC (v. 0.11.9) and Trim Galore! (v. 0.6.4_dev). Salmon (v. 1.5.1) (Patro et al., 2017) was used to align reads to decoy-aware indexes built using transcript sequences and primary assembly genomes from Gencode (human data: GRCh38, release 38; mouse data: GRCm38, release M23). For the QuantSeq 3′ mRNA sequencing data, the --noLengthCorrection argument was used. Alignment statistics were collected with MultiQC (v. 1.11) (Ewels et al., 2016). The average mapping rate of the newly sequenced GLUTag dataset was 66% (standard deviation (s.d.) 4%), leading to an average number of mapped reads of 27.3 million (M) (s.d. 5.8 M). For the publicly available datasets GSE114853, GSE114913 and GSE148224, these statistics were, respectively, 23% (s.d. 8%), 2.5 M (s.d. 1.4 M); 62% (s.d. 3%), 6.2 M (s.d. 4.3 M); 29% (s.d. 7%), 8.5 M (s.d. 2.8 M). Transcript quantification import, transcript-per-million (TPM) transformation (whenever relevant) and gene-level summarizations were performed by the R package Tximeta (v. 1.10) (Love et al., 2020), using the countsFromAbundance = “no” argument.

In order to compare the human and mouse transcriptomes, datasets were merged using one-to-one orthologues pairs using Ensembl data (release 102) (Howe et al., 2021) from BioMart (v. 2.46.3) (Smedley et al., 2009). To minimize the batch effect of sequencing technologies and independent studies, the ComBat_seq() function of the R package sva (v. 3.38.0) (Leek et al., 2012; Zhang et al., 2020) was used, defining the datasets as batches. Subsequently, the corrected count data was normalized by library size and variance-stabilizing transformed using the vst() function of the R package DESeq2 (v. 1.30.1) (Love et al., 2014). Normalized counts were averaged within each group to be compared and the Pearson correlations’ R-squared values calculated between each group (All R values were positive before squaring). The results were then plotted as a heatmap using the default parameters (complete linkage hierarchical clustering using the Euclidean distances) of the pheatmap function of the R package ComplexHeatmap (v. 2.6.2) (Gu et al., 2016). BioMart annotations and the IUPHAR/BPS Guide to PHARMACOLOGY complete “target and family” list (v. 2021.3) were used to restrict the analyses to specific gene types and families (Harding et al., 2022). For within-dataset comparisons (gene expression plots), non-batch corrected transcript-per-million (TPM) values were used (corresponding to count-per-million (CPM) for the QuantSeq 3′ mRNA sequencing data).

Data processing was performed in R (v. 4.0.5) using the tidyverse packages (v. 1.3.1). Plots were generated using combinations of the packages ComplexHeatmap (v. 1.42.3), ggplot2 (v. 3.3.5), ggpubr (v. 0.4.0), lemon (v. 0.4.5), RColorBrewer (v. 1.1–2), cowplot (v. 1.1.1) and ggplotify (v. 0.1.0).

### Data and Code Availability

The GLUTag-related sequencing data generated and discussed in this publication has been deposited and is available under the GEO accession number GSE193866. The R code used to generate the results is available in the github repository https://github.com/novonordisk-research/GLUTag_analysis.

## Results

### Antagonism of NMDA Receptors Leads to Increased Release of GLP-1 From GLUTag Cells

The addition of the non-competitive NMDA receptor antagonist MK-801 (10 μM) for 2 h to GLUTag cells cultured in buffer containing glycine with glutamate showed a 37% increase in GLP-1 release relative to control samples (Figure 1A, open diamonds, 1,045 ± 142 pg GLP-1/ml vs. filled diamonds, 1,655 ± 382 pg GLP-1/ml), while buffer containing glycine alone showed a 34% increase in GLP-1 release (Figure Fig1A, open triangles, 812 ± 12 pg GLP-1/ml vs. filled triangles, 1,223 ± 80 pg GLP-1/ml) when compared to controls. The stimulatory effect of MK-801 was not significant in the presence of basal buffer in the absence of Mg^2+^ ions (Figure 1A, filled circles), glutamate (Figure 1A, hexagons) or in the presence of 5.6 mM glucose (Figure 1A, squares). The data are consistent with the effect of NMDA receptor antagonism being most prominent in Mg^2+^-free buffer in the presence of both the NMDA receptor agonists, glutamate and glycine, as these buffer conditions would ensure the highest channel open probability for NMDA receptor. GLUTag cell viability were not affected by the buffer conditions or additives used in this study (Supplementary Figure S1) and GLP-1 secretion under basal buffer conditions was not affected by the presence (460 ± 102 pg GLP-1, n = 6) or absence (505 ± 17 pg GLP-1/ml, n = 6) of Mg^2+^. Unfortunately, these studies could not be extrapolated to *ex vivo* primary gut crypt cultures as these cultures were not compatible with Mg^2+^-free buffer and established crypts detached rapidly in the absence of Mg^2+^ ions.

**FIGURE 1:**
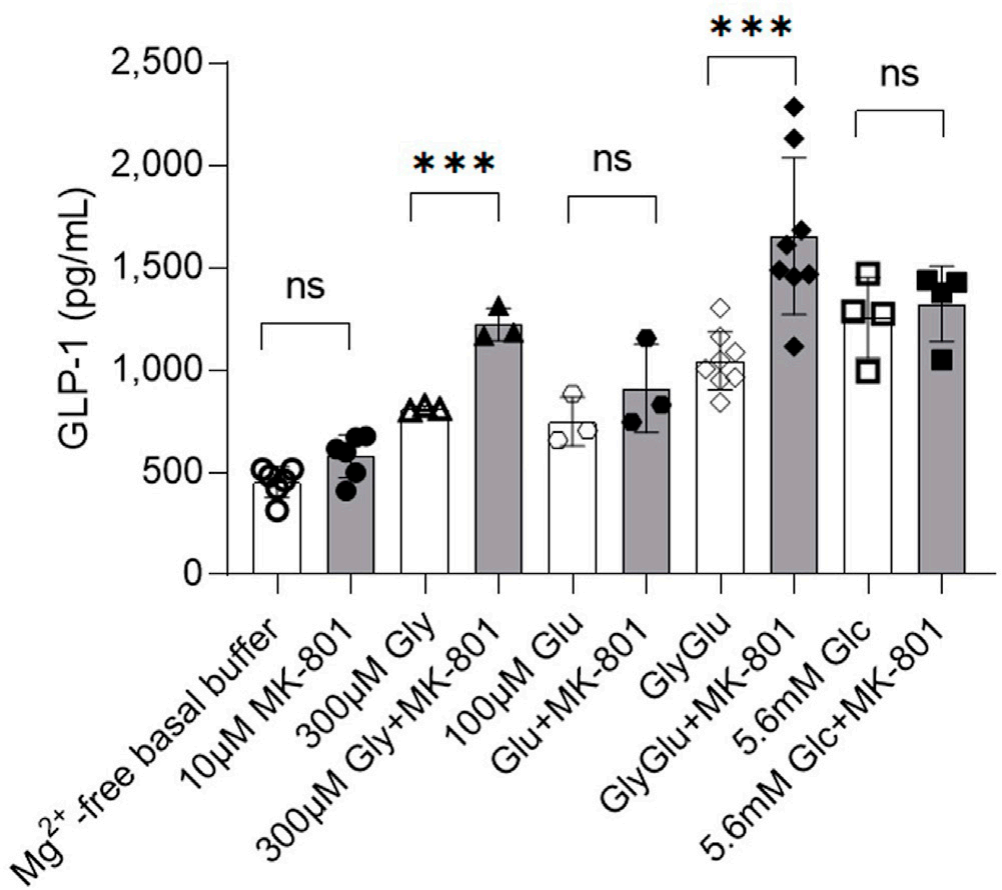
Release of GLP-1 from cultured GLUTag cells incubated for 2 h with (filled/grey) or without (open/white) NMDAR antagonist MK-801 and glycine (triangles), glutamate (hexagons), glycine and glutamate (diamonds), or glucose (squares). Data shown as mean ± SD, n = 3–8; ***p < 0.001, ns = not significant by grouped unpaired *t*-tests with Holm-Šídák’s multiple comparisons correction. Gly, glycine; Glu, glutamate; Glc, glucose.

### siRNA Knockdown of *Grin1* in GLUTag Cells Increase GLP-1 Release

In order to control for any possible off-target effects of MK-801—which is known to also target acetylcholine receptors (nAChR), and to unequivocally confirm a direct role of NMDA receptor activity in the regulation of GLP-1 release from GLUTag cells, the essential NMDA receptor subunit, GluN1 (also called NMDAR1 or zeta-1), was knocked down by siRNA targeting of the gene *Grin1,* (Figure 2; Supplementary Figure S2). Western blot analysis showed a significant decrease in GluN1 protein expression levels in siRNA-treated GLUTag cells (Figure 2A, WB inserts and Figure 2B, 32% ± 10.5%). This decrease in protein expression levels coincided with up to 31% increased GLP-1 release from siRNA-treated GLUTag cells (Figure 2, squares, 746 ± 79 pg GLP-1/ml, 1,385 ± 444 pg GLP-1/ml, and 1812 ± 166 pg GLP-1/ml for Mg^2+^-free buffer, 1 mM glucose, and 10 mM glucose, respectively) when compared to control siRNA probe (Figure 2, triangles, 476 ± 13 pg GLP-1/ml, 1,049 ± 257 pg GLP-1/ml, and 1,002 ± 300 pg GLP-1/ml for Mg^2+^-free buffer, 1 mM glucose, and 10 mM glucose, respectively). This effect was most prominent in the presence of 10 mM glucose (1812 ± 166 pg GLP-1/ml Grin1 siRNA vs. 1,002 ± 300 pg GLP-1/ml siRNA control).

**FIGURE 2:**
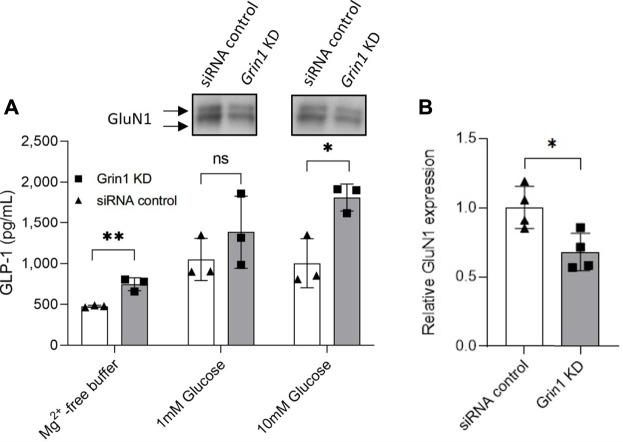
**(A)** Release of GLP-1 from cultured GLUTag cells incubated for 72 h with *Grin1*-specific siRNA (squares/grey) or control siRNA (triangles/white) with 0, 1, or 10 mM glucose. Insets show western blots from cell lysates using a general NMDAR1/GluN1 antibody. **(B)** Quantitation of western blot analysis of GluN1 expression in GLUTag cells incubated for 72 h with *Grin1*-specific siRNA (squares/grey) or control siRNA (triangles/white). Data shown as mean ± SD, n = 4; *p = 0.05, **p < 0.02, ns = not significant by **(A)** grouped unpaired *t*-tests with Holm-Šídák’s multiple comparisons correction, n = 3 or **(B)** paired *t*-test, n = 4.

### Transcriptional Profiling of GLUTag Cells and Comparison to Murine and Human L-Cells

As *ex vivo* gut crypt cultures were not compatible with buffer conditions that favor a high open probability for NMDA receptors, NMDA receptor expression in GLUTag cells and in both murine and human L-cells were investigated to ascertain if GLUTag cells would be a good model system to investigate NMDA receptor activity. To this effect, RNA-sequencing of GLUTag cells was performed and their transcriptome compared to murine and human cells. 

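GLUTag cells are a murine enteroendocrine cell line that secretes GLP-1. Libraries of 6 wells were made with a kit that sequences the 3′ end of each polyadenylated transcript, so that a count stands for a transcript and not for its length. The cells had grown for 48 h with 1 g/L glucose and 10% FBS. The wells were on 2 plates, 3 wells at passage 23 on plate 1 and 3 wells at passage 27 on plate 2, so plate and passage cannot be told apart, and the 6 libraries came from 2 cultures of a single condition. The authors assigned the reads to transcripts of GRCm38 with Salmon, without correction for length, and summed them per gene. The deposited values are these expected counts for 54281 genes, without normalization. On plate 1, the total count was 23994226, 22632351 and 21399987 for replicates 1, 2 and 3. On plate 2, whose columns could not be matched to single replicate numbers, the totals were 28083507, 30914501 and 36488198, and these libraries are named here by the rank of their total. The mean total was 27.3 ± 5.76 M (SD, n = 6). Counts were divided by the total of the library and given per M counts (CPM), the unit that the paper uses for these libraries. A count of 0 allows up to 3 counts, or between 0.0822 and 0.14 CPM depending on the library, and this limit covers counting error only. At least 1 CPM was found in every library for 12360 genes. Any pair of libraries differed by more than the sampling noise, with a chi-square per gene of at least 10.9, so that all 6 were kept as separate libraries. Pearson's r of log2(CPM + 1) between libraries, across genes, which are not independent replicates, lay between 0.955 and 0.992.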

Publicly available datasets of FACS-sorted *in-vitro* primary ileal organoid cells (Goldspink et al., 2020) as well as FACS-sorted *in vivo* gastrointestinal cells from both mouse and human gut tissue (Roberts et al., 2019) were downloaded and processed. The different sample types from each study are detailed in Table 1, alongside the related abbreviations used in this paper.

Using Pearson correlations and clustering of the *R* ^2^ values, the datasets were used to determine which enteric cell transcriptomes were the most strongly correlated with the transcriptome of GLUTag cells. Merging of the datasets, using variance-stabilized normalized data, led to a clustering by species and datasets (data not shown). This is partially due to the different sequencing technologies and protocols used for each independent dataset. To correct for the batch effects due to the different methods utilized (using GEO datasets as batch), the software Combat-Seq (Zhang et al., 2020) was used to observe transcriptome correlations between different tissues/cell types rather than between studies/technologies (as in (Gilad and Mizrahi-Man, 2015)). A principal component analysis showed that the main variance in the resulting data was driven by differences in cell types (Supplementary Figure S3). Moreover, genes contributing the most to the first principal component are relevant to the cells’ functions, such as their secretory phenotype (e.g., Gcg, Gip, Pyy). After this correction, all sample groups were clustered using genes from three subsets of the transcriptomes: protein coding genes (n = 15779), genes coding for ligands and target proteins (using the IUPHAR/BPS Guide to PHARMACOLOGY, “an expert-curated resource of pharmacological targets and the substances that act on them” (Harding et al., 2022)) (n = 2,621) or genes coding for G-protein-coupled receptors (GPCRs) and ion channels (n = 584). In all three cases, the transcriptome of GLUTag cells was observed to be most similar to entero-endocrine cells (regardless of species/tissues) compared to samples containing non-EEC cells (Figure 3A), although the GLUTag cells seem to preferentially cluster with human ileal cells rather than the mouse duodenal cells when restricted to GPCRs and ion channel genes (Figure 3A; Supplementary Figure S4).

**FIGURE 3:**
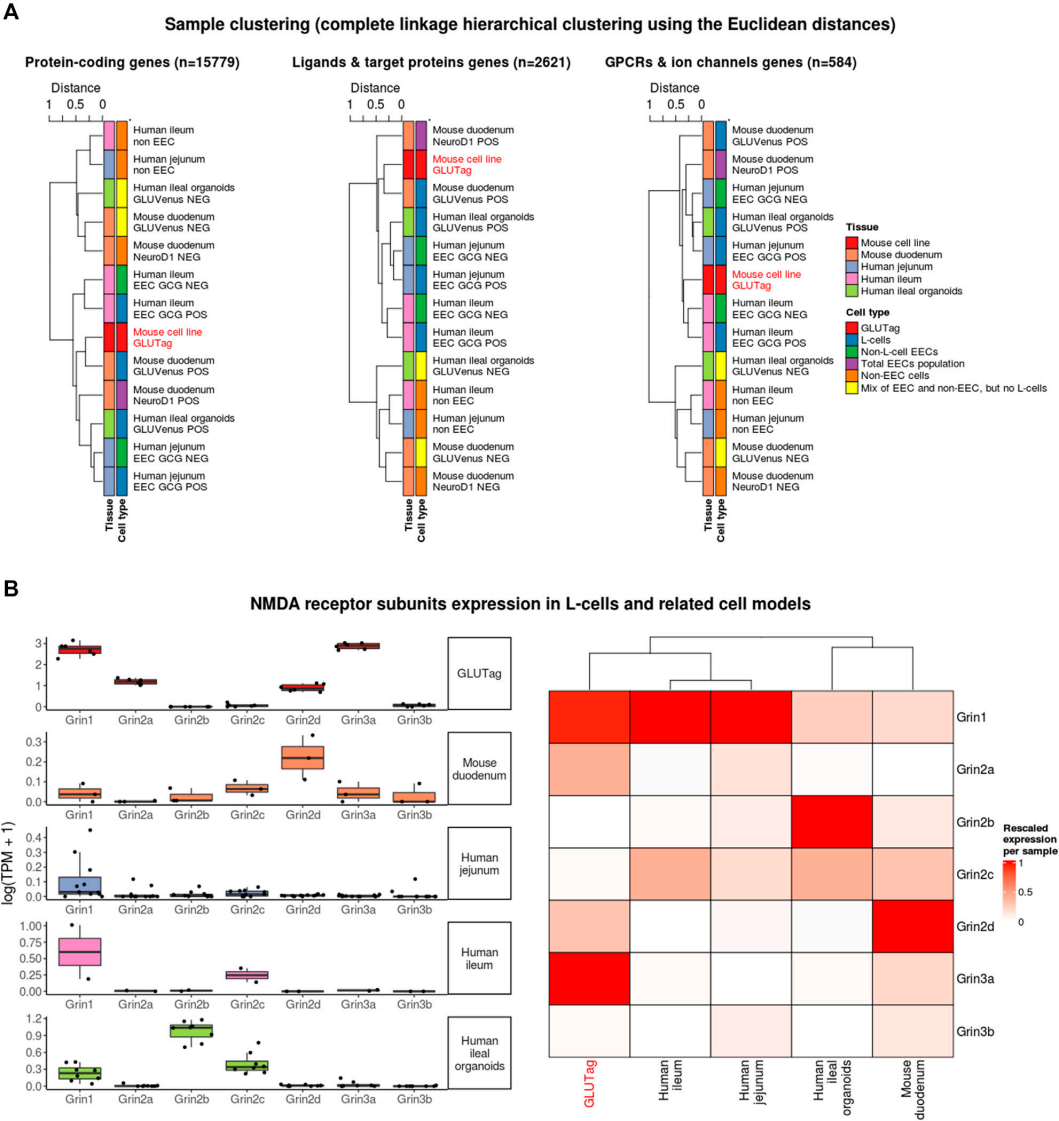
Transcriptome similarity between GLUTag cells and other gastrointestinal samples. **(A)** Hierarchical clustering based on Pearson correlation (*R* ^2^ values) for different subsets of the transcriptomes **(B)** NMDA receptor expression for cultured GLUTag cells and L-cells FACS-sorted from mouse tissue (duodenum), human tissue (jejunum and ileum) and human ileal organoids. Left side: absolute values represented as log-transformed transcripts per million (TPM); right side: relative expression after rescaling per sample (1 = most expressed NMDA receptor subunit in the sample) and clustering.

Next, the expression data of the NMDA receptor subunit genes were specifically analysed. 

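Of the 7 genes for NMDA receptor subunits, Grin3a (ENSMUSG00000039579, chromosome 4 of GRCm38, 49661611 to 49845744, minus strand) had 16.9 ± 2.58 CPM (SD, n = 6 libraries), from 308 to 714 counts per library. Grin1 (ENSMUSG00000026959, chromosome 2, 25291181 to 25319187, minus strand) had 14.75 ± 4.83 CPM (SD, n = 6), from 198 to 690 counts. The annotation places Ppp3r2 and Gm12459 on the same strand within the span of Grin3a and Grin1os on the opposite strand at Grin1, and the paper's text does not name the strand setting of the counting. Next came Grin2a with 2.31 ± 0.46 CPM (SD, n = 6) and Grin2d with 1.481 ± 0.439 CPM (SD, n = 6). Grin2c had at most 5 counts and Grin3b at most 4 counts in any library. Grin2b had a count of 0 in all 6 libraries and was not detectable at this depth. Each comparison was made within the library as log2 of the ratio of CPM + 1, with an exact two-sided sign-flip permutation test whose smallest p for 6 libraries is 0.03125. Both Grin1 and Grin3a were higher than each of the other 5 subunits in 6 of 6 libraries, with mean log2 differences from 2.20 (Grin1 against Grin2a) to 4.15 (Grin3a against Grin2b). The latter is set by the pseudocount, since Grin2b had no count: it was 7.40 with a pseudocount of 0.1 CPM and 2.12 with 5 CPM, where Grin1 against Grin2a gave 2.58 and 1.40. In each of these 10 comparisons the exact permutation p was 0.03125, or 0.03438 after Benjamini-Hochberg adjustment over 11 comparisons. For the 2 comparisons with Grin2b this p says only that Grin1 and Grin3a were detected in each library, since any detected gene would give it. The libraries of a plate share a culture, which this test does not take into account. Grin3a and Grin1 themselves were not separated beyond the spread between libraries: the mean log2 difference was 0.23 ± 0.26 (SD, n = 6), with Grin3a higher in 5 of 6 libraries (exact permutation p = 0.09375, the same after adjustment). The difference was 0.42 in the plate 1 libraries and 0.04 in the plate 2 libraries, and it was -0.17 in the plate 2 library with the middle total. Grin1 was 10.94 ± 2.06 CPM (SD, n = 3) on plate 1 and 18.56 ± 3.26 CPM (SD, n = 3) on plate 2. With TMM scaling this was a log2 fold change of 0.50 (standard error 0.19, adjusted p = 0.239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CPM of Grin1 did not overlap between plate 1 (8.75 to 12.85) and plate 2 (16.66 to 22.32). This p therefore does not show that its level was the same on both. Among the changes of scaling and pseudocount, a pseudocount of 5 CPM moved the difference between Grin3a and Grin1 most, to 0.18. From the levels in Figure 3B, the paper states which subunits are the main ones in GLUTag cells.

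**Figure D1:**
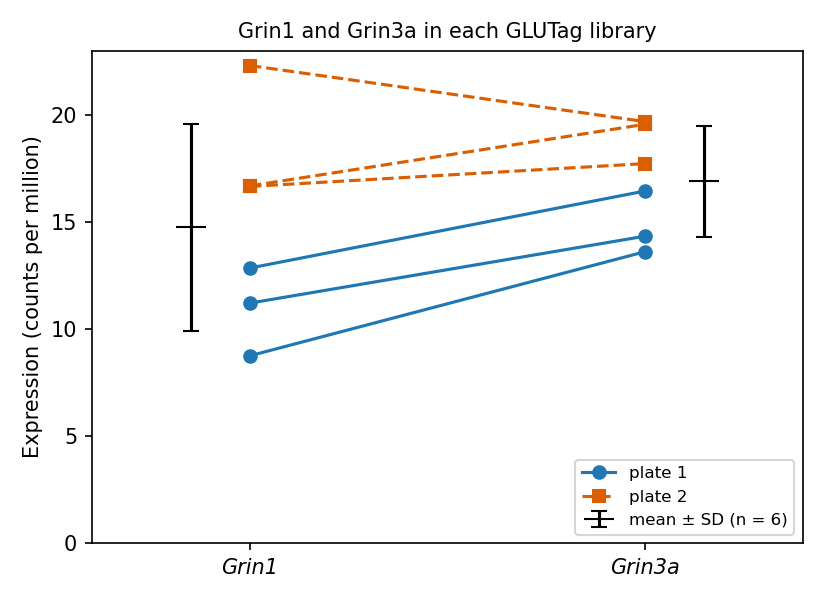
Expression of Grin1 and Grin3a in CPM in each of the 6 GLUTag libraries, with a line joining the values of one library (circles, plate 1; squares, plate 2) and black bars for the mean ± SD (n = 6). Grin3a is the higher of the pair in 5 of 6 libraries, and Grin1 is higher in the plate 2 library with the middle total.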

In GLUTag cells, the two main NMDA receptor subunits expressed are Grin3a and Grin1 (Figure 3B). After rescaling the expression of these genes within L-cells and L-cell models (GLUTag and GLUVenus POS organoid cells), GLUTag cells clustered with human L-cells due to the similarly high expression of Grin1 relative to other NMDA receptor subunit genes.

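Only the GLUTag part of this comparison was recomputed, and the L-cell and organoid datasets were not analysed here. In each library the natural log of CPM + 1 of the 7 subunit genes was rescaled from 0 for the lowest to 1 for the highest gene, and then averaged. Grin3a had a rescaled expression of 0.994 ± 0.0155 (SD, n = 6) and Grin1 of 0.936 ± 0.0537 (SD, n = 6), with a range for Grin1 from 0.849 to 1. Grin2a followed at 0.41 ± 0.0294 (SD, n = 6) and Grin2d at 0.308 ± 0.0448 (SD, n = 6). Grin2c and Grin3b stayed at 0.0231 and 0.0224, and Grin2b was at 0 in each library. When CPM was rescaled without a log, Grin1 moved to 0.833, Grin2a to 0.134 and Grin2d to 0.0845.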

## Discussion

Stimulation-secretion coupling in L-cells, and specifically GLUTag cells, is well characterised (Gribble and Reimann, 2021). Unlike pancreatic β-cells, in which insulin secretion is mainly coupled to circulating glucose levels, enteroendocrine cells evolved to secrete hormones in response to the large variety of different compounds typically found in digested chyme, including glucose, fatty acids, amino acids and bile. Although glucose-stimulated GLP-1 release is coupled to membrane depolarization through SGLT-1 co-transporter function and voltage-gated Ca^2+^ channels, GPCR pathway activation and cAMP-mediated regulation of exocytosis also play major roles in coupling GLP-1 with the arrival of fatty acids, amino acids and bile in the small intestine (Yan et al., 2022).

Little is known about the role of glutamate receptor signaling in gut enteroendocrine cells, but it would appear that, similar to NMDA receptors in pancreatic β-cells, NMDA receptor activity also inhibits GLP-1 release from L-cells. This study demonstrates that both antagonism or siRNA knock-down of the L-cell NMDA receptor results in increased GLP-1 release. Notably, this effect was independent of glucose-dependent membrane depolarization, as increased GLP-1 release in response to siRNA knock-down of the essential NMDA receptor subunit GluN1 was present in both basal Mg^2+^-free buffer conditions and buffer containing glucose. In agreement with a role for NMDA receptors in GLP-1 release, the stimulatory effect was most prominent in the presence of the essential agonists glycine and glutamate. However, increased GLP-1 release in response to MK-801 was not observed in the presence of glutamate alone, while glycine-only buffer did show MK-801 stimulated GLP-1 release. It has been demonstrated that glutamate is co-released with GLP-1 from GLUTag cells, which could explain the increased GLP-1 release in response to MK-801 in glycine-only buffer, as released glutamate will most likely be available to activate NMDA receptors (Uehara et al., 2006). Furthermore, as GLUTag cells are maintained in the presence of 10% FBS, which typically contains mM amounts of both glycine and glutamate, it is possible that some active NMDA receptors may remain when cells are transferred to glycine- and/or glutamate-free buffers (Elhassan et al., 2001).

In summary, similar to pancreatic β-cells, we appear to unmask an inhibitory function for NMDA receptors in L-cells, where loss-of-function of active NMDA receptors results in increased hormone exocytosis. It would therefore appear that NMDA receptor activity acts as a general “hand-brake” to regulate GLP-1 release from L-cells, and by extension, would act to repolarise membrane potentials following depolarisation events triggered by the arrival of nutrients in the gut. However, it is well established that enteroendocrine cells form direct, physical contacts with extrinsic enteric-associated neurons (both the sensory afferents and autonomic efferents) which innervate the gut and directly link the gut to the brain via the vagus nerve (Bohórquez et al., 2015; Kaelberer et al., 2018). The possibility that NMDA receptors could play a role in the regulation of glutamatergic neurotransmission in intact gut tissue should therefore also be considered.

3′-mRNA sequencing reveals that GLUTag cells appear to be a good model to investigate the function of NMDA receptors in human gut endocrine cells. NMDA receptors are heterotetramers composed of two GluN1 (NR1) subunits combined with two NR2A-D or NR3A-B subunits to form a functional channel. There are differences in NDMA receptor subunit composition of GLUTag and human enteroendocrine cells and the most abundant NMDA receptor subunit genes in GLUTag cells are *Grin3a* and *Grin1*, while *Grin2b* is most abundant in human ileal organoids. Both GLUTag cells and human enteroendocrine cells express high levels of *Grin1* relative to other NMDA receptor subunit genes, which would suggest that NMDA receptor function is conserved in both these cells. The overall similarity of the GLUTag transcriptome compared to human and murine enteric cells was also investigated. The main limitation of the analysis performed is a result of the confounding factors of the varied technologies and methodologies used to generate data between studies. For this reason, it is not possible to differentiate which differences in the transcriptomes are due to biological or non-biological effects without a batch correction method. To that effect, batch correction was used in this study to minimize non-biological variance and to compare cell types more efficiently, with the drawback of potentially losing some species-specific (biological) differences. This correction allowed us to ascertain which cell type the GLUTag cells were the most similar to within each study. Here, the analysis across various independent datasets shows that the transcriptome of GLUTag cells is closer to other entero-endocrine cells (including L-cells) than the other enteric cells tested, supporting further the use of GLUTag cells as a relevant model to investigate NMDA receptor function.

To conclude, although the use of model cell lines is now being superseded by more sophisticated models such as *ex vivo* cell cultures and organoids, model cell lines remain a low cost and fast alternative to screen the impact of drugs on a wide range of endocrine cells under buffer conditions that may not be well tolerated by *ex vivo* models and organoids. Transcriptional profiling enables confirmation of target expression in the model cell line of interest and also gives an indication to the similarity between the model cell line and organoids from similar tissue origin. This study demonstrates that if existing NMDA receptor antagonists are to be repurposed as an orally administered treatment for T2DM, it is essential that the effects of these drugs on the release of incretin hormones from the gut are fully investigated.

## Data Availability

The GLUTag-related sequencing data generated and discussed in this publication has been deposited and is available under the GEO accession number GSE193866. The R code used to generate the results is available in the github repository https://github.com/novonordisk-research/GLUTag_analysis.

# Supplementary material for: NMDA Receptor Antagonists Increase the Release of GLP-1 From Gut Endocrine Cells
**Source:** Front Pharmacol. 2022 Apr 27;13:861311. doi: 10.3389/fphar.2022.861311
**Supplement:** Supplementary file 1

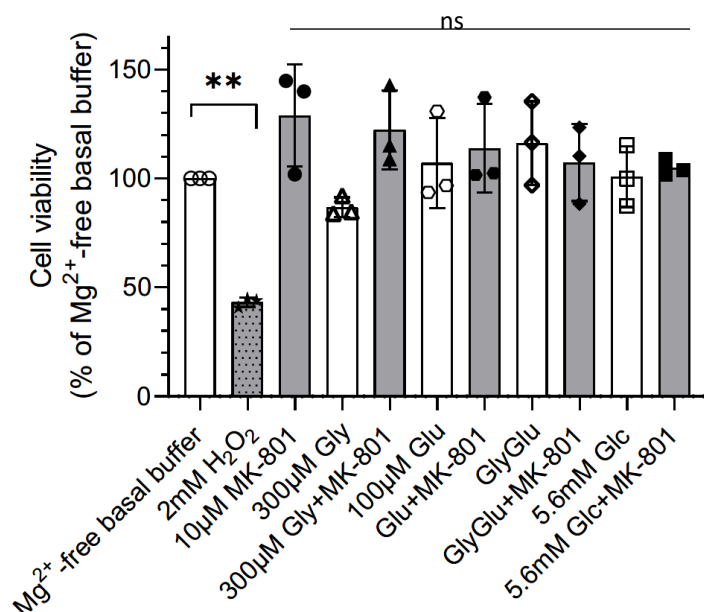

**Supplementary Figure 1.** Cell viability measured by Neutral Red assay in cultured GLUTag cells incubated in  $Mg^{2+}$ -free basal buffer for 2h with (filled/grey) or without (open/white) NMDAR antagonist MK-801; plus glycine (triangles), glutamate (hexagons), glycine and glutamate (diamonds), or glucose (squares). 2mM  $H_2O_2$  as a control for decreased cell viability (dotted bar, stars). Data shown as mean $\pm$ SD, n=3; \*\*P<0.01. ns=not significantly different from  $Mg^{2+}$ -free basal buffer by one-way ANOVA with Holm-Šidák's multiple comparisons correction. Gly, glycine; Glu, glutamate; Glc, glucose.

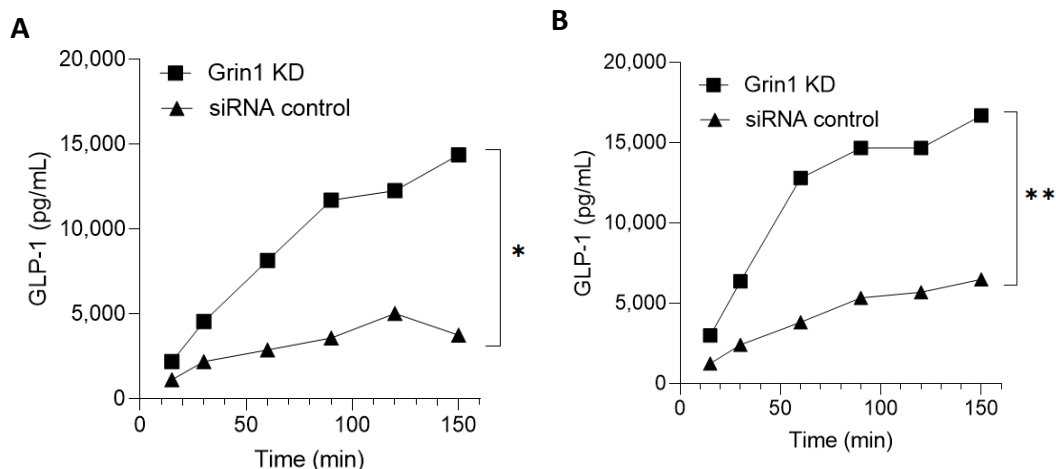

**Supplementary Figure 2.** Time-dependent release of GLP-1 from cultured GLUTag cells incubated for 72h with *Grin1*-specific siRNA treatment (squares) or control siRNA (triangles) in (A) Krebs buffer or (B) 1mM glucose, n=1; \*\*P<0.02, \*\*\*P<0.001 by repeated measures one-way ANOVA with Holm-Šidák's *post hoc* test.

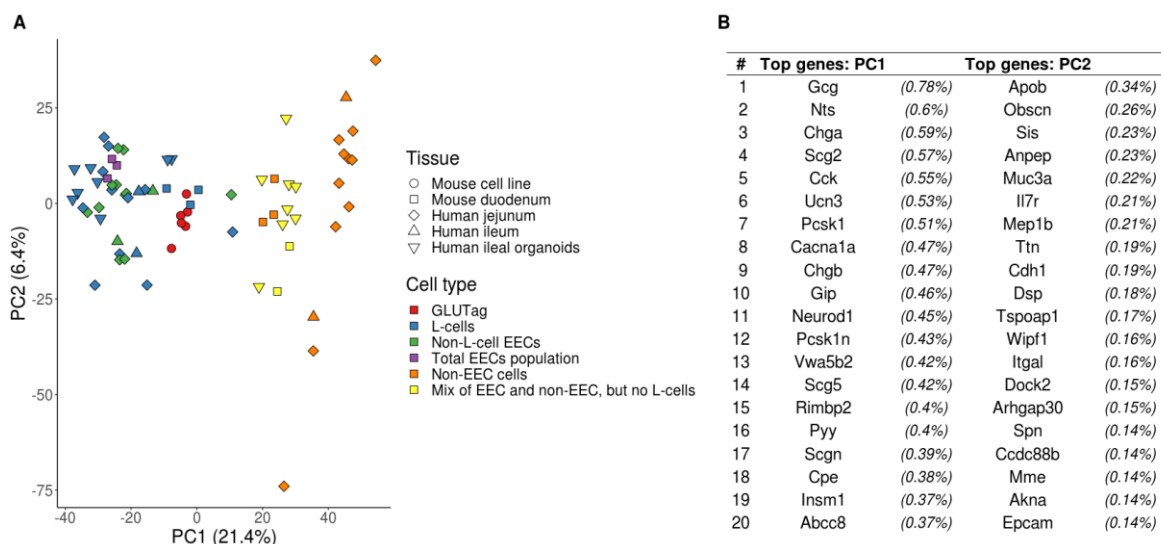

**Supplementary Figure 3.** Principal component analysis (PCA) after batch-correction of the integrated datasets. **(A)** PCA plot showing a separation in the first principal component between enteroendocrine and non-enteroendocrine cells. **(B)** Top 20 features (genes) contributing the most to each of the first 2 principal components (PCs). The percentage of the contribution of each gene to the PCs is shown in parentheses.

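The 20 genes listed for each component were read in the 6 GLUTag libraries alone, without the batch correction or the other datasets, so that the values show the level of each gene and not its contribution to a component. The genes of the first component had a median of 82.08 CPM, which was above the median of each of 10000 random lists of 20 genes drawn from the 27044 genes with a count in any library. The position of either list among random lists only describes these libraries and is not independent evidence, since the study picked the genes from data that include them, and the background holds genes with a single count but not the listed genes with a count of 0. Counts above 3 in every library were found for 17 of the 20 genes. Gcg (ENSMUSG00000000394, chromosome 2 of GRCm38, 62474530 to 62483650), which encodes proglucagon, was highest with 3416 ± 771 CPM (SD, n = 6), followed by Cck with 1080 ± 277 CPM and Neurod1 with 617.4 ± 89.3 CPM (each SD, n = 6). Pyy had between 2 and 17 counts per library, or 0.2628 ± 0.179 CPM (SD, n = 6). Gip and Ucn3 had a count of 0 in all 6 libraries. The genes of the second component had a median of 0.1096 CPM, at percentile 2.99 of the random lists, and 6 of the 20 had counts above 3 in every library. Arhgap30 with 43.62 ± 8.38 CPM, Wipf1 with 24.21 ± 6.57 CPM and Itgal with 3.664 ± 1.33 CPM (each SD, n = 6) were the highest of that list. Apob had a count of 0 in each library, Sis at most 2 counts and Epcam at most 4 counts. Against the genes with at least 1 CPM in every library as the background, the percentile of the first list was 99.96. The second list cannot be placed against that background, since its median lies under the minimum of 1 CPM.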

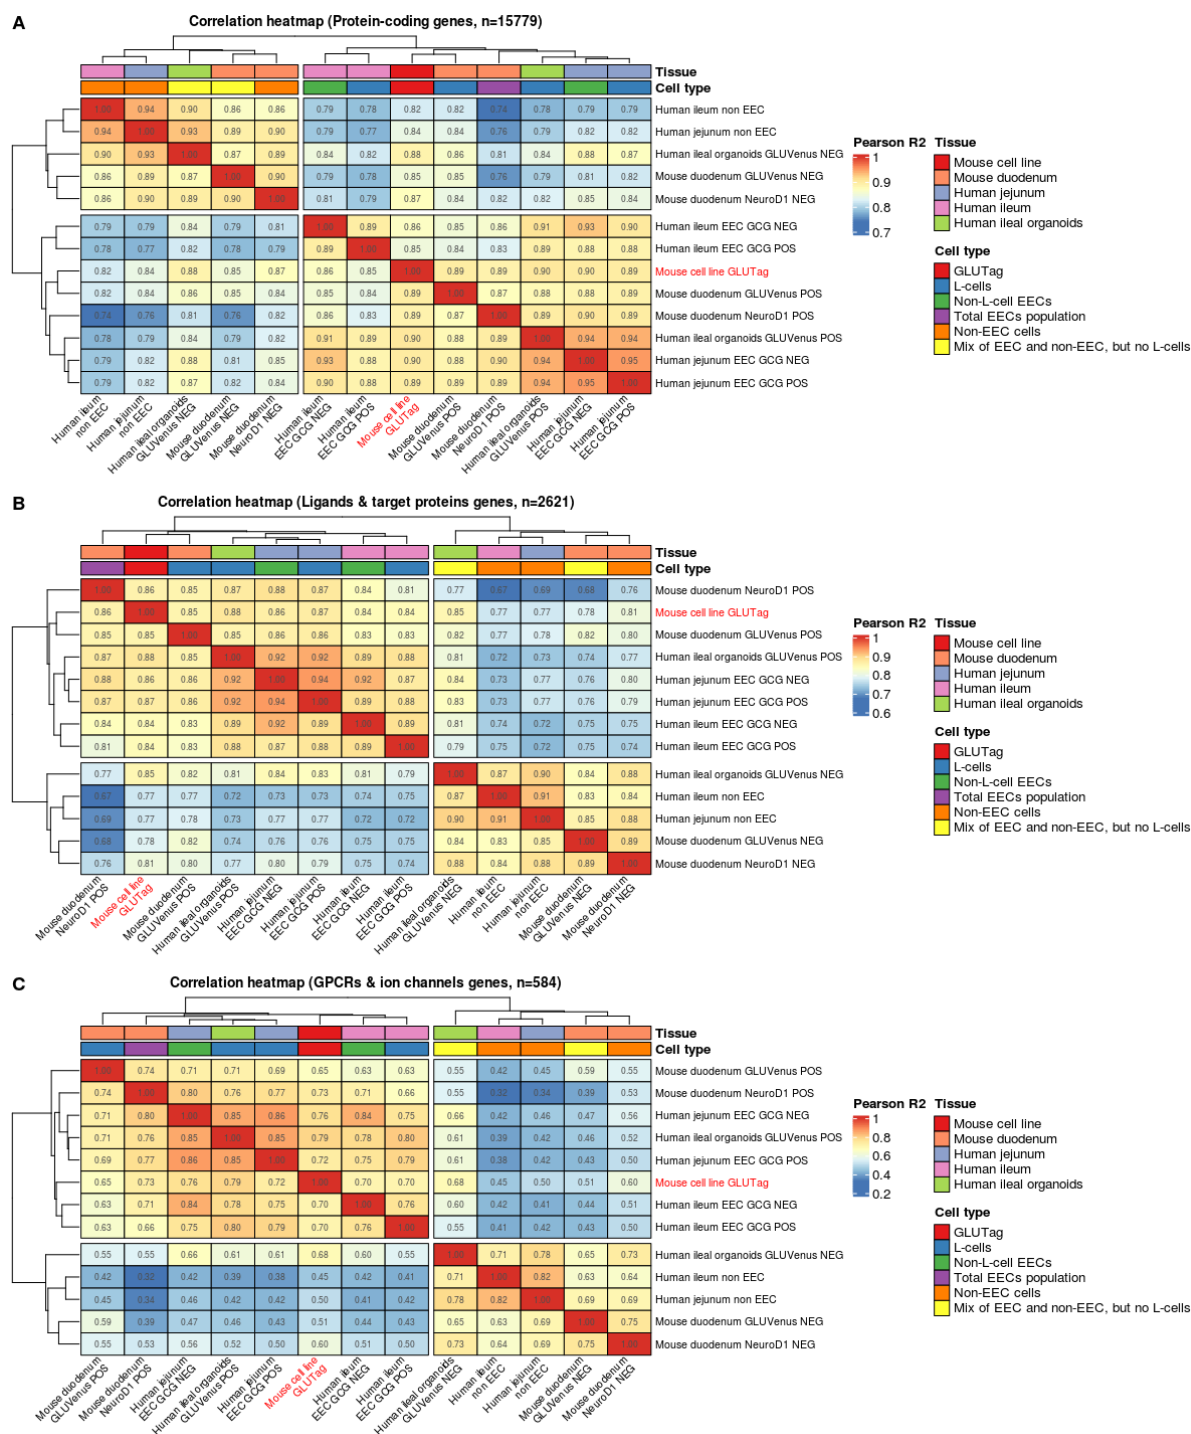

**Supplementary Figure 4.** Correlation heatmaps between GLUtag cells and **(A)** protein-coding genes, **(B)** ligand and target protein genes (list from the IUPHAR/BPS Guide to PHARMACOLOGY, a curated database of molecular interactions between ligands and their targets) and **(C)** GPCR and ion channel genes. The inter-sample correlations between the normalised expression values of each transcriptome was calculated and used for clustering (complete linkage using Euclidean distances between the Pearson correlation  $R^2$  values).

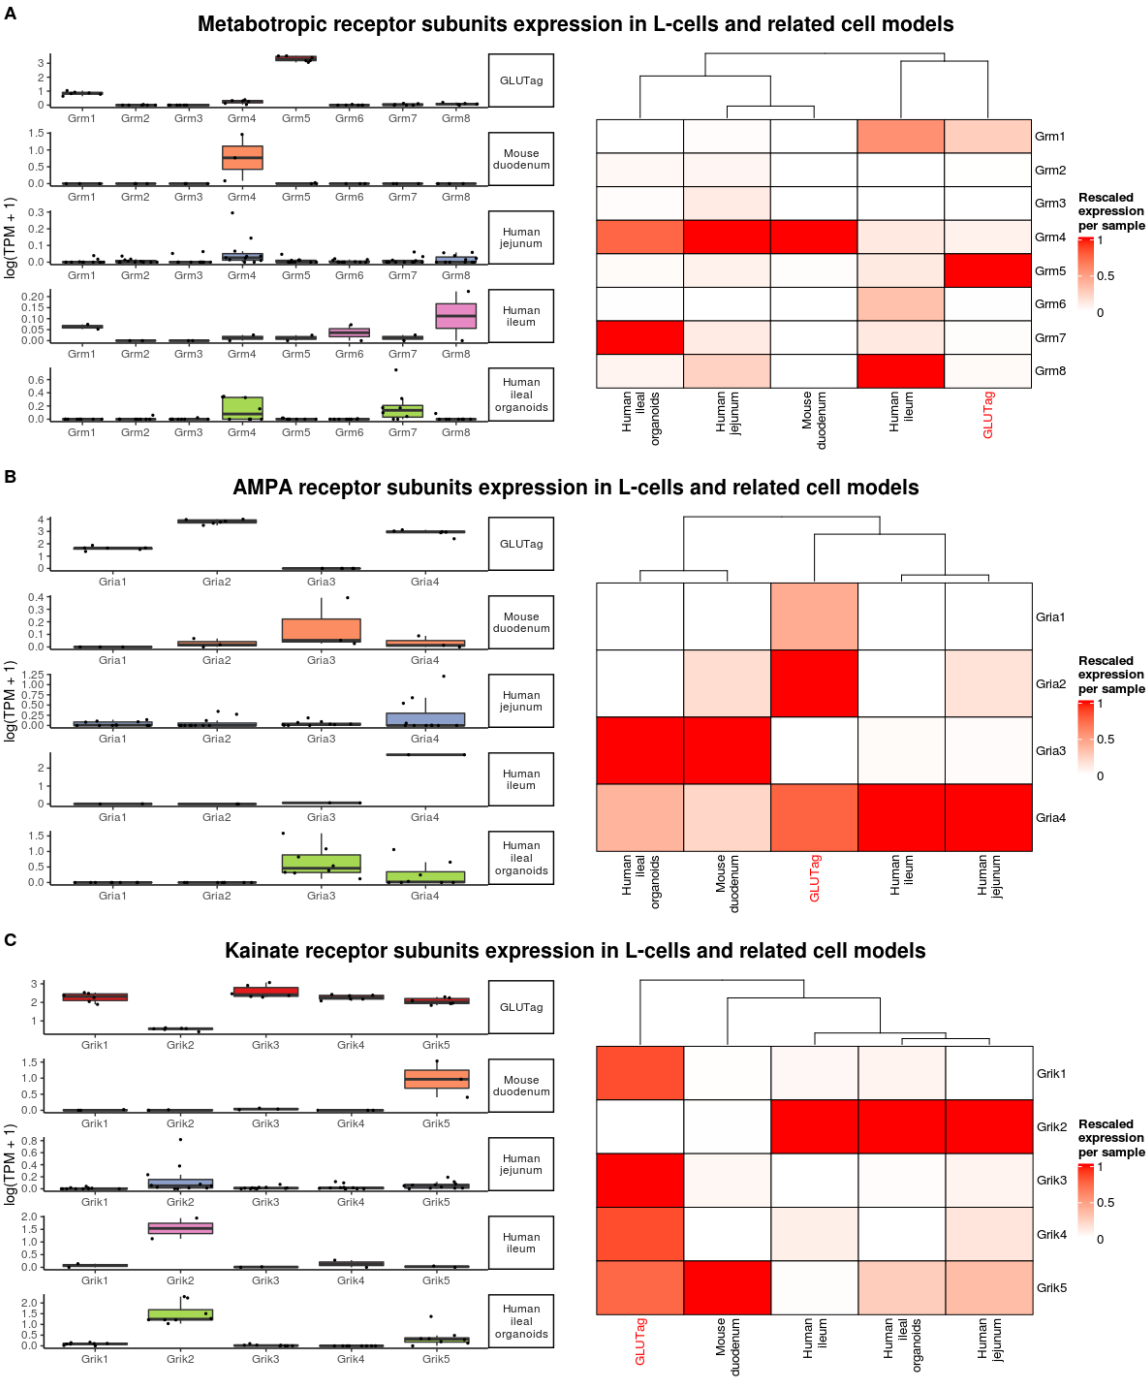

**Supplementary Figure 5.** Gene expression of selected glutamate receptor genes for GLUTag cells and FACS-sorted L-cells from mouse tissue (duodenum), human tissue (jejunum and ileum) and human ileal organoids. Left side: absolute expression values represented as log-transformed transcripts per million (TPM); right side: relative expression after rescaling per sample (1 = most expressed receptor subunit in the sample) and clustering.

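Expression was measured in the 6 GLUTag libraries, and the L-cell datasets were not analysed here. Among the metabotropic receptor genes, Grm5 (chromosome 7 of GRCm38, 87584168 to 88134907) had 26.99 ± 5.44 CPM (SD, n = 6). Grm4 had between 1 and 14 counts per library, Grm2, Grm6, Grm7 and Grm8 had at most 6 counts in any library, and Grm3 had a count of 0 in each. Among the AMPA receptor genes, Gria2 (chromosome 3, 80681450 to 80802835) had 43.76 ± 8.13 CPM (SD, n = 6), Gria4 17.62 ± 4.03 CPM (SD, n = 6) and Gria1 4.15 ± 0.843 CPM (SD, n = 6), while Gria3 had a count of 0 in each library. Apart from Grik2, the kainate receptor genes lay closer together. Grik3 (chromosome 4, 125490700 to 125714173) had 12.7 ± 4.98 CPM (SD, n = 6), Grik1 8.856 ± 2.35, Grik4 8.747 ± 1.35, Grik5 6.945 ± 1.47 and Grik2 0.7492 ± 0.127 CPM (each SD, n = 6). The highest AMPA and kainate receptor genes, picked from these same values, were each compared with the next gene of the family within each library by an exact two-sided sign-flip permutation test, adjusted over the 3 families by the Benjamini-Hochberg method. The libraries of a plate share a culture, which the test does not take into account. Gria2 exceeded Gria4 in 6 of 6 libraries by 1.28 on the log2 scale (exact permutation p = 0.03125, adjusted p = 0.04688). Grik3 was above Grik1 in 5 of 6 libraries, and the mean log2 difference of 0.44 was not separated from the spread (exact permutation p = 0.09375). With a pseudocount of 5 CPM, the difference between Gria2 and Gria4 was 1.11.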

How the deposited data were processed for this re-analysis (not part of the article)

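The RNA-sequencing data are 6 libraries of GLUTag cells, 3 from plate 1 at passage 23 and 3 from plate 2 at passage 27, all of one condition. The authors trimmed the reads, assigned them with Salmon to transcripts and decoys of GRCm38, without length correction, and summed them per gene with Tximeta. The deposited values are expected counts per gene, which are estimates and need not be whole, and no normalization had been applied to them. The 3 columns of plate 1 were matched to replicates 1, 2 and 3. The columns of plate 2 carry numbers within the plate that do not identify a single replicate, so these libraries are named by the rank of their total count.

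The counts were divided by the total of each library to give CPM, with the unrounded values. Counts were rounded to whole numbers for edgeR and DESeq2. Gene positions and symbols are from GENCODE release M21 on GRCm38, whereas the authors used release M23 on the same build, and 54107 of the 54281 gene identifiers were found in it after the version suffix was removed. All 84 genes of the lists set in advance were found. The total per library lay between 21399987 and 36488198 counts, and a count of 0 allows up to 3 counts.

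Differences between genes were taken within a library as log2 of the ratio of CPM + 1 and tested by an exact two-sided sign-flip permutation test over the 6 libraries, with Benjamini-Hochberg adjustment over the 11 comparisons of NMDA receptor subunits and over the 3 other families. The plates were compared with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood test, adjusted p under 0.05) on 15669 genes. DESeq2 1.42.0, limma-voom 3.58.1, other filters, other scalings, other pseudocounts and the omission of each library in turn were the alternatives. Lists of genes were set against 10000 random lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and R 4.3.3 were used.

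The comparison of plates was tested on simulated data, in 5 draws with the totals and mean counts of the real libraries, a dispersion of 0.05 and 200 genes changed 4-fold. In each draw at least 99% of the changed genes were recovered by edgeR and by limma-voom and at least 98.5% by DESeq2. The share of false calls, nominally 5%, averaged 5.92% for edgeR (3.41% to 8.72%) and 6.88% for limma-voom (3.41% to 8.72%). For DESeq2 it averaged 11.84% (10.71% to 12.83%), more than the threshold states. The draws had the same dispersion for every gene and no library that stands apart. The share among the real calls may therefore differ. A trend on GC content planted in 5000 simulated genes with a slope of 0.03 was recovered with a slope of 0.0299.

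The genes named in the text were set before the data were examined. They are the glutamate receptor genes of Figure 3B and Supplementary Figure 5, the genes of Supplementary Figure 3B, of which Gcg, Gip, Pyy and the highest and lowest 3 of each list are given, the nicotinic acetylcholine receptor genes, Slc5a1, Slc17a6, Slc17a7 and Slc17a8, and between plates the 3 largest rises and falls among genes past the threshold whose libraries do not overlap, with any glutamate receptor gene past it. Bc1, Lrrc17, Timm22, Gm9040 and the genes that share sequence with Bc1 were chosen after their values were seen. The GLP-1 secretion, siRNA and western blot experiments, the L-cell and organoid datasets, and the correlations between datasets were not analysed here. The comparison within the metabotropic family is not reported here.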

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

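Among 49 values (the total count and the CPM of each listed gene with a mean count of at least 10), 2 had one library far from the other 5 by the ratio of its gap to the whole range. A share of 1 in 20 is what chance gives, so this number is not above chance. Chga was highest in the plate 2 library with the middle total, at 290.2 CPM against 186.1 to 222.1 CPM in the others (ratio 0.654), and its mean is 205 CPM without that library and 219.2 CPM with it. That library also stands apart over many genes. Reducing the counts to one total (thinning) left 342 of 344 genes more than 2-fold lower. Thinning keeps each gene's share of the counts and could hardly change this. For Chga alone no explanation was tested. Chrnb4 was lowest in plate 1 replicate 1, at 0.08335 CPM against 0.4673 to 0.6146 CPM (ratio 0.723). This rests on 2 counts, which is under the limit of 3 counts.

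Several genes outside those whose expression the paper reports had more than 3 counts in every library. For the nicotinic acetylcholine receptor, which the paper names as an off-target of MK-801, these were Chrnb2 at 7.34 CPM, Chrna3 at 4.13 CPM, Chrna7 at 0.878 CPM and Chrnb1 at 0.399 CPM. Chrnb2 overlaps Adar on the opposite strand. Slc5a1, the gene of SGLT-1, had a mean of 10.2 CPM, and the vesicular glutamate transporter genes Slc17a6 and Slc17a7 had 9.6 and 3.44 CPM. All libraries are of one condition, so no biological explanation was tested, and transcript counts do not show that a receptor or transporter is functional.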

How the results depend on the processing

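Under TMM scaling, DESeq2's size factors and pseudocounts of 0.1 and 5 CPM, each of the 10 comparisons of Grin1 or Grin3a with another subunit, and that of Gria2 with Gria4, kept its direction and its side of the threshold. This is fixed by the arithmetic and says nothing about stability, since a scaling factor acts on both genes of a library alike, a common pseudocount cannot change which gene is higher, and a gene higher in 6 of 6 libraries has the same exact p under each setting. Grin2c and Grin3b, both near a count of 0, have no settled order: their rescaled expression was 0.0231 and 0.0224 with all libraries, 0.0214 and 0.0268 without replicate 2, and 0.013 and 0.0177 without replicate 3. The sizes of the differences did move with the pseudocount. The difference between Grin3a and Grin1 did not pass the threshold under these 4 settings, which is fixed in the same way, because Grin1 is higher in 1 of the 6 libraries under each of them. It ranged from 0.158 to 0.310 on the log2 scale over the 6 omissions of one library. With 5 libraries the smallest p is 0.0625, so these omissions give values and no test.

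The 55 listed genes with a mean of at least 0.1 CPM moved by less than 1 SD between libraries under TMM scaling and DESeq2's size factors. The same held with one plate alone or one library left out, but there it is fixed by the arithmetic, since the mean of 3 or 5 of 6 values cannot lie 1 SD from the mean of all, and it says nothing about stability. The percentile of the genes of the first principal component was 100 against all genes with a count, 99.96 against genes with at least 1 CPM in every library and 99.99 against genes kept by filterByExpr, for a list that the study picked from data that include these libraries. The mean total was 25.84 M without mitochondrial genes.

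The number of genes that differ between the plates depended strongly on the settings. It was 29 with edgeR, of which 2 were higher on plate 2 and 27 lower, and 30 with limma-voom. It was 584 with DESeq2, whose share of false calls on simulated data was 11.84%, and 28 of the 29 were among them. It was 545 without a filter on low counts. With no scaling beyond the total count it was 1482, of which 1411 were higher and 71 lower, so that the share of lower genes fell from 93.1% to 4.8%. The median log2 change of all genes was 0.299 there and 0.031 with TMM. The share of lower genes was 73.1% with DESeq2. Filters of 10 counts or 1 CPM in every library gave 29 and 23 genes. The number lay from 0 to 1911 genes across the 6 fits that each left out one library. The 1911 came without the plate 2 library with the middle total and held all 29, while leaving out replicate 1 or the plate 2 library with the lowest total left 0 genes, with 1611 and 2121 genes at an unadjusted p under 0.05. With 3 libraries a plate, a single library thus decides this count. Of the settings chosen after seeing the data, removing the trend on GC content gave 132 genes, leaving out genes that share sequence with Bc1 gave 19 and thinning to the smallest total gave 27. The cause was not tested. The omissions leave fewer samples, but this alone cannot explain them all. Leaving out the plate 2 library with the middle total raised the count to 1911.

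No paired analysis was possible because the labels share no replicate number between the plates, and the numbers in the column names start again on each plate without being stated to mark a pairing.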

Other observations

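The comparison of the plates and most of its alternative settings were planned. The tests of explanations for its calls, and those on GC content, another cell type and shared transcript ends, were chosen after the result was seen. All tests ran on the data in which the patterns were noticed. Wells of a plate share a passage, so plate and passage cannot be told apart, and a biological difference between passages stays open and untested.

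Between the plates, 29 of 15669 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and none of the glutamate receptor genes was among them. The only 2 rises were Pcdhgb5 and Cartpt, the latter with a log2 fold change of 1.04 (standard error 0.15, adjusted p = 0.046 from edgeR). The largest falls were those of Cpne1, n-TSaga9 at -3.19 and Gm28652 at -2.47 on the log2 scale. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one, and 3 against 3 cannot give a smaller share. After thinning to the smallest total, 27 of the 29 calls remained. Thinning keeps each gene's share of the counts, so this says little about a difference in library size. All 29 remained after the trend on the GC content of transcript ends was removed. Of the 25 calls without Bc1 sequence, 19 remained when genes with that sequence were left out. This count of genes rests on single libraries, with 0 calls without replicate 1 and 1911 without the plate 2 library with the middle total.

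The plate 2 library with the middle total stands apart. Of 5031 genes with a mean of at least 30 CPM, 344 were more than 2-fold lower in it than in the mean of the other plate 2 libraries and 3 were more than 2-fold higher, while at most 2 genes were that much lower in any other library. Pearson's r of log2(CPM + 1) across genes was 0.9656 and 0.9554 between it and the other plate 2 libraries and 0.9907 between those. Its difference from the other plate 2 libraries rose with the GC content of the last 200 nt of the transcript, with Spearman's rho of 0.535 across genes, which are not independent replicates. A trend on GC content is not particular to this library: rho against the mean of the other libraries of the plate was -0.376 and -0.49 for the plate 2 libraries with the lowest and highest total, whose comparison includes the library with the middle total, and -0.153, 0.254 and -0.131 for plate 1 replicates 1, 2 and 3. The permutation p was 0.0001, the smallest that the permutations can give, for each of the 6. In the same comparisons, 40 and 125 genes were more than 2-fold higher in the plate 2 libraries with the lowest and highest total. The median log2 difference was -0.41 in the tenth of genes with the lowest GC content and 0.324 in the tenth with the highest. The trend is not the whole cause, since 286 genes stayed more than 2-fold lower once it was removed. Thinning to one total left 342 genes lower, but thinning keeps each gene's share of the counts, so this result decides nothing. The total of this library, 30914501, lies between those of the libraries it was compared with, 28083507 and 36488198, which argues against library size. Only 3 genes were higher, but genes with a mean under 30 CPM over all libraries were left out. Genes counted mainly in this library could thus be missed, so reads from another cell type stay undecided. A few genes taking most of the counts is argued against by the median log2 difference of -0.0276. A difference in library preparation that acts on part of the transcripts, a difference between wells, or reads from another cell type may remain. This is also the library in which Grin1 exceeded Grin3a. The last 200 nt of Grin1 hold 62% GC and those of Grin3a 48.5%. Removing the trend moved the log2 difference in this library from -0.17 to -0.08 without changing its sign. In the plate 2 libraries with the lowest and highest total it moved from 0.08 to 0.04 and from 0.22 to 0.12. It moved less in the plate 1 libraries. The trend was fitted on genes with a mean of at least 30 CPM, and both Grin1 and Grin3a lie under that.

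A single short RNA took a large part of the counts. Bc1, with a transcript of 168 nt on chromosome 7 from 144914470 to 144914637 that holds a run of 23 A, took 9.739%, 11.97% and 9.759% of the counts in plate 1 replicates 1, 2 and 3 and 4.33%, 4.766% and 3.436% in the plate 2 libraries in order of their total. Together with Lrrc17 and Timm22 it took from 4.82% to 16.1%. The ratio of Lrrc17 to Bc1 lay between 0.2071 and 0.2322 in the 6 libraries. Lrrc17 contains 82 nt in a row of Bc1 sequence and Timm22 27 nt, and the ratio of Timm22 to Bc1 was less constant, from 0.1344 to 0.2965. Tatdn1 and Cnot3 contain more than Timm22, 57 and 45 nt, but took at most 0.006071% and 0.02086% of the counts in any library. The length shared therefore does not by itself set the level. Tatdn1 and Cnot3 were, like Bc1, lower on plate 2. A candidate explanation is that reads are shared between genes that contain Bc1 sequence. Leaving out Bc1, Lrrc17, Timm22, Tatdn1 and Cnot3, the 120 expressed genes with such sequence on the same strand had a median log2 change of -0.0827 on plate 2, at percentile 0.08 of 10000 random lists, with 76 of the 120 lower. The 112 genes with it only on the opposite strand had a median of 0.0708, at percentile 90.02. The levels of Lrrc17 and Timm22 are therefore uncertain.

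Cpne1, Pcdhgb5 and Gm9040 had at least 30 counts in every library of a single plate. In every library of the other plate they had at or under 3 counts. Gm9040 did not pass the threshold between the plates (adjusted p = 0.0523 from edgeR's quasi-likelihood test). Cpne1 had 98 to 313 counts on plate 1 and at most 1 on plate 2, at least 42.7-fold lower. Gm9040 had 99 to 334 counts on plate 1 and 0 on plate 2, at least 43.1-fold lower. Pcdhgb5 had 0 on plate 1 and 38 to 51 on plate 2, at least 7.35-fold higher. All 3 have a transcript end that is also found in another gene, against 17.4% of the tested genes (exact hypergeometric test across genes, p = 0.00528). With the genes that share its end, Pcdhgb5 summed to 32.91 ± 2.33 CPM (SD, n = 3) on plate 1 and 41.39 ± 1.84 CPM (SD, n = 3) on plate 2, and Gm9040 to 183.6 ± 13.8 and 222.2 ± 23.3 CPM (each SD, n = 3). For Cpne1 the sums were 32.38 ± 2.31 and 43.83 ± 37.5 CPM (each SD, n = 3), and the spread on plate 2 is too wide to show that the summed level was kept. Reads divided differently among genes with the same end may account for part of these differences, and this rests on 3 genes.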
